A study of Mus musculus with 16 samples. Its data were reported in "Mitochondrial DNA mutations drive aerobic glycolysis to enhance checkpoint blockade response in melanoma" (2024).

How the data were processed

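The data were single-cell RNA sequencing libraries of 16 whole tumors, 7 wild type and 9 mutant, with 3 tumors in each of the groups m.11944 60%, m.12436 60% and m.12436 80%. The deposited table of cells was used, with a line for each of 163343 cells and no gene expression, so shares of classes and clusters and measures per cell could be analyzed, and genes could not. The authors sorted live cells, aligned the reads to GRCm39 with Cell Ranger 7.0.1, and worked in Seurat 4.2.0 under R 4.2.1. The UMI count and the gene count of each cell are as deposited by the authors, without normalization. The percentage of UMIs from mitochondrial, ribosomal and dissociation-related genes was computed by the authors for each cell, and the genes behind the ribosomal and dissociation values are not stated. The doublet score, the S score, the G2M score and the epithelial score, an average over cytokeratins, Epcam and Sfn, were also computed by the authors, on scales that the deposited table does not state beyond its values. The authors removed cells under 500 genes, over 37000 UMIs or over 5% mitochondrial UMIs. They joined the libraries with Harmony 0.1.0, named classes with clustifyr 1.8.0 and called aneuploid cells with CopyKAT 1.1.0. None of the deposited cells breaks these limits, and 0 are called doublets.

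The group of each tumor came from its label and was the same in the table. The batch of each tumor was given in the table alone. Tumors, not cells, were the replicates. For each tumor the share of cells in each of 15 classes and 39 clusters was computed in percent of all its cells, and for 12 classes with at least 5 cells in every tumor the median or mean of each measure, with basophils, erythroid cells and mast cells left out. Tumors held 6371 to 13448 cells, and exact 95% Clopper-Pearson intervals of class shares reached at most 1.18 percentage points to either side. A class with no cell in a tumor would have a limit of 3 counts. The subpopulations that the study names within the myeloid cells are not in the table and were not analyzed, and the numbered clusters carry no names here. The numbered clusters are more than the text of the study describes for all cells, so they cannot be matched to its published clusters.

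Wild type was compared with the 60% tumors of both mutations, with the 80% tumors and with all mutant tumors, the 60% tumors with the 80% tumors, and m.11944 with m.12436 at 60%. Each used an exact two-sided permutation test, whose p is the share of all splits with an absolute difference of means at least as large as the real one. There were 1716 splits of 7 against 6 tumors, 120 of 7 against 3, 11440 of 7 against 9, 84 of 6 against 3 and 20 of 3 against 3. Intervals of differences were found by inverting the test. The p values were adjusted by the Benjamini-Hochberg method over classes or clusters, with a threshold of 0.05. The p values set a difference against the spread between tumors. The tumors of a mutant group were grown from an edited line, so within a group the spread between independently edited lines was not sampled. A permutation within batches, with the batches weighted by their group sizes, was added once the batches were known. The effect of m.12436 against that of m.11944 was tested in the same way as a difference of differences within batches.

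The comparisons, the tests and the clusters to be named were chosen before the data were examined. The clusters named were those past the adjusted threshold and the 5 of smallest p in each comparison with wild type. The alternatives chosen at that point were shares of non-malignant or immune cells (without cancer cells, fibroblasts, endothelial and erythroid cells), the centered log ratio with 0.5 added, the arcsine square root, differences of medians, cells with at least 1000 genes, a replicate block (tumors of numbers 1 to 3 alone), leaving out each tumor, means over cells, and edgeR's quasi-likelihood test on cell counts with total cells or TMM scaling. Applying the limits of the study again removes no cell. A floor of 600 genes, the within-batch test, leaving out 2 tumors with unusual erythroid or fibroblast shares, also at 1000 genes, removing aneuploid cells outside the cancer class and keeping numbers 1 to 3 with no block were added after the data were seen. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.

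The tests were checked on 200 simulated data sets for each comparison with wild type, in which 5 of 39 clusters were raised 2-fold or 4-fold. The simulated clusters varied independently before being scaled to a whole, and no batches were simulated, so the rates below may differ in the real tumors. Recovery of lowered clusters was not checked. With 7 against 9 tumors the exact permutation test recovered 17.6% and 70.0% of changed clusters after adjustment, and with 7 against 6 tumors 16.9% and 65.5%. With 7 against 3 tumors it recovered 0 at both sizes, and 32.1% and 81.8% passed unadjusted. There 7 of 39 clusters must share the smallest p to pass and only 5 were changed, so this 0 was all but fixed by the design. edgeR with TMM scaling recovered 43.2% and 94.4% with 7 against 9 tumors in 50 data sets. In data with no change 4.85% of clusters passed unadjusted and 3.5% of data sets had a call with 7 against 9 tumors. These values were 5.35% and 6% with 7 against 6 tumors, and 3.81% and 0 with 7 against 3, where the 0 was again all but fixed by the design. Shares add up to a whole, so a rise of one cluster lowers others. With real changes present the exact permutation test called 2.25 unchanged clusters per data set with 7 against 9 tumors, and edgeR with TMM scaling 0.4.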

Results

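Whole tumors were profiled by droplet-based single-cell RNA sequencing to ask how truncating mutations in a mitochondrial gene of the cancer cells go with the make-up of the tumor and its immune infiltrate. The tumors grew under the skin of male C57BL/6 mice of 8 to 11 weeks from B78 cells, a mouse melanoma line that makes no pigment. In the mutant lines a base editor had placed a stop codon in mt-Nd5, which encodes a core subunit of respiratory complex I. Heteroplasmy, the percentage of mitochondrial genomes that carry the edit, was 60 or 80. There were 7 wild-type tumors, 3 tumors with m.11944 at 60%, 3 with m.12436 at 60% and 3 with m.12436 at 80%, each a separate tumor.

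The deposited table held 163343 cells in 15 annotated classes and 39 numbered clusters, each cluster within a single class. Cells per tumor ranged from 6371 to 13448, UMIs summed over cells from 54652952 to 131121046, median UMIs per cell from 3130.5 to 7527.5 and median genes per cell from 1539.5 to 2739. Cancer cells made up 37.5% of all cells, monocytes 25.9%, macrophages 17.1% and neutrophils 5.42%. The table assigned the tumors to 3 batches. The first held wild-type tumors 1 to 3 and the m.11944 60% tumors, and the second wild-type tumors 4, 5 and 7 and the m.12436 60% tumors. The third held wild-type tumor 6 and the m.12436 80% tumors. In the deposited table the first and second carry numbers as names, and the third is named after the m.12436 80% group. Whether it is a batch of the same kind as the others is not stated. A class share of a single tumor had a 95% Clopper-Pearson interval of at most 1.18 percentage points to either side, so the spread between tumors, not the number of cells, set the error of most shares.

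Both edits lie in the coding part of mt-Nd5, a gene with a single exon on the plus strand of the mitochondrial chromosome (M) at positions 11742 to 13565 of GRCm39. The edit m.11944G>A falls on base 2 of codon 68 of 607 (W68*), and turns TGA, a tryptophan codon in mitochondria, into TAA, a stop codon. Its surroundings on the plus strand are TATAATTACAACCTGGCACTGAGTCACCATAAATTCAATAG, with the edited base at position 21. The edit m.12436G>A falls on base 2 of codon 232 (W232*), again TGA to TAA, within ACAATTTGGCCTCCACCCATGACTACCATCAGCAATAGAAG, with the edited base at position 21. The heteroplasmy values are those of the labels, since the deposited table holds no allele counts.

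**Figure D1:**
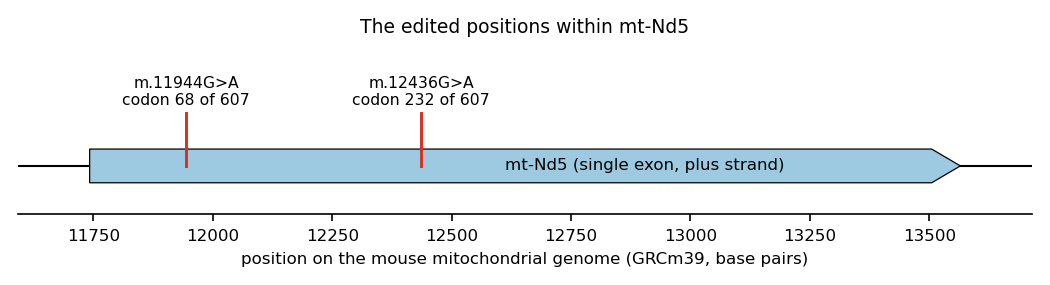
The horizontal axis is the position on the mouse mitochondrial genome in base pairs, the blue arrow the mt-Nd5 gene in its direction of transcription, and the red lines the edited positions. The edits sit at codons 68 and 232 of 607, so both leave most of the coding sequence downstream of the new stop codon.

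The first comparison set all mutant tumors against wild type, the pooling that the study used for its expression comparisons. Neutrophils, short-lived granulocytes of the innate immune system, made up 8.62% ± 4.48 (SD, n = 7) of the cells of wild-type tumors and 3.34% ± 2.11 (SD, n = 9) of those of mutant tumors, a fold of 0.388. The lowest wild-type tumor held 1.58% and the highest 14.7%, against 1.23% and 7.15% in mutant tumors. Macrophages averaged 19.6% ± 4.89 and 16.1% ± 2.95, monocytes 22.9% ± 5.07 and 27.3% ± 7.44, and cancer cells 35.8% ± 11.3 and 39.2% ± 12.4 (SD, n = 7 and 9). B cells averaged 0.420% ± 0.231 in wild-type and 0.261% ± 0.179 in mutant tumors (SD, n = 7 and 9).

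The neutrophil difference was −5.28 percentage points (95% interval from the inverted exact permutation test −8.84 to −1.66, two-sided exact permutation p = 0.00752, n = 7 and 9). Adjusted over the 15 classes by the Benjamini-Hochberg method the p was 0.113, so it did not pass 0.05, and no other class did; 3 of 9 mutant tumors lay below all wild-type tumors. At an unadjusted p under 0.05 the count was 1 class, and edgeR's quasi-likelihood test called 0 classes with either scaling of the cell totals. Compared only within batches the neutrophil difference was −5.29 percentage points (exact permutation p = 0.00625, adjusted p = 0.0938). Neutrophil shares were 5.59% ± 3.59 against 2.12% ± 0.661 in the first batch and 11.1% ± 4.80 against 5.06% ± 1.89 in the second (SD, n = 3 and 3 in each). In the third batch the single wild-type tumor held 10.3% (95% Clopper-Pearson interval 9.64 to 11.0, counting error only) against 2.85% ± 2.60 (SD, n = 3). Neutrophils had the fewest genes per cell of all classes (median 676), and 27.9% of them lay under 600 genes, close to the floor of 500 genes set by the authors. Among cells with at least 1000 genes the fold of the neutrophil share was 0.876 (exact permutation p = 0.612, n = 7 and 9). That floor kept a minority of the neutrophils in every tumor except tumor 1 of m.11944 60%. It kept 31 of 667 in wild-type tumor 1 and 174 of 313 in tumor 1 of m.11944 60%. The fold thus describes neutrophils rich in genes and not the bulk of the class. These include most of cluster 35, a group of 449 neutrophils with a median of 1359 genes and a median doublet score of 0.0289. The other neutrophil cluster, 7, had medians of 667 genes and 6.62e-05. The fold at this floor was not computed for the clusters apart. Wild-type tumor 5 and tumor 1 of m.11944 60% held the largest shares of such neutrophils, and with both left out the fold was 0.893 (exact permutation p = 0.476, n = 6 and 8). Without wild-type tumor 3, the lowest of its group, the adjusted p over all cells was 0.0150 (exact permutation).

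Compared within batches, 2 other classes passed the unadjusted threshold, B cells with a difference of −0.129 percentage points (exact permutation p = 0.0131, adjusted p = 0.0984) and macrophages with −4.23 (exact permutation p = 0.0481, adjusted p = 0.241). Neither passed after adjustment, and compared across batches the exact permutation p was 0.140 for B cells and 0.103 for macrophages.

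**Figure D2:**
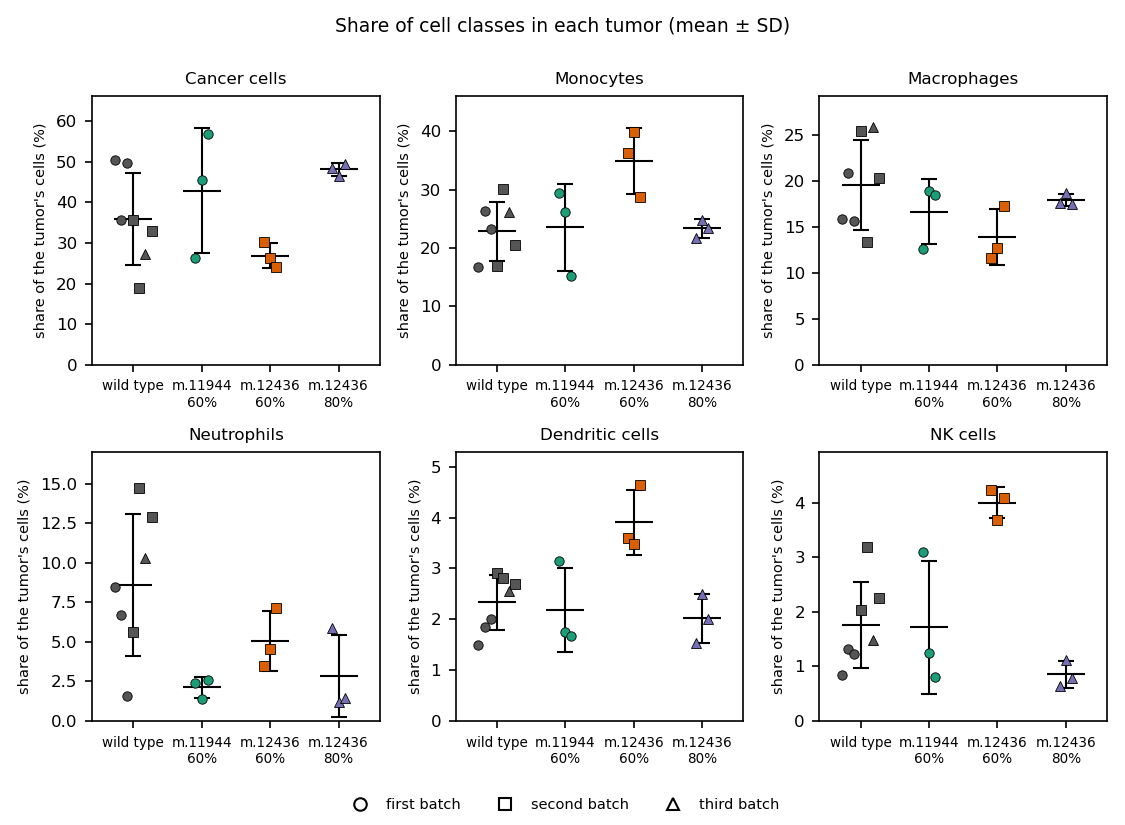
Each point is a tumor, the vertical axis its share of cells of the named class in percent, the horizontal axis the group; marker shapes give the batch, and bars the mean and SD of the group. Neutrophil shares of the 9 mutant tumors lie between 1.23% and 7.15% and those of the 7 wild-type tumors between 1.58% and 14.7%.

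Shares of the clusters, again in percent of all cells of a tumor, were compared next. Cluster 28, a group of 935 cancer cells, was larger in mutant tumors, 0.802% ± 0.212 of cells (SD, n = 9) against 0.203% ± 0.0639 in wild-type tumors (SD, n = 7), and all 9 mutant tumors lay above all 7 wild-type tumors. Cluster 5, which holds 20.8% of the monocytes, was smaller, 4.23% ± 1.09 against 7.07% ± 1.99 (SD, n = 9 and 7). Monocytes are circulating myeloid cells that give rise to macrophages and dendritic cells in tissue. Of the 4 monocyte clusters cluster 5 was lower after adjustment and cluster 6 averaged 6.46% ± 2.87 against 3.49% ± 1.93 (SD, n = 9 and 7), past the unadjusted threshold alone. Of the 7 macrophage clusters 1 passed unadjusted, cluster 3, with 5.44% ± 2.02 against 7.77% ± 1.63 (SD, n = 9 and 7).

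The exact permutation p for cluster 28 was 8.74e-05, the smallest that 11440 splits can give, with an adjusted p of 0.00341 over 39 clusters. Within batches its difference was 0.602 percentage points against 0.599 across them (exact permutation p = 0.000625, adjusted p = 0.0244). Cluster 5, below all wild-type tumors in 3 of 9 mutant tumors, had an exact permutation p of 0.00210 and an adjusted p of 0.0409, and within batches 0.00187 and 0.0366. Cluster 3 had an exact permutation p of 0.0274 and an adjusted p of 0.268, and within batches 0.00375 and 0.0488. Cluster 6 had an exact permutation p of 0.0369 and an adjusted p of 0.288. Cluster 7, which holds 94.9% of the neutrophils, averaged 3.04% ± 2.14 against 8.41% ± 4.64 (exact permutation p = 0.00839, adjusted p = 0.109, n = 9 and 7). The call of cluster 5 was lost under 24 of 31 alternatives, with exact permutation or edgeR adjusted p values between 0.00779 and 0.356, while its fold, 0.599, lay between 0.511 and 0.676 under all of them. The genes that define the clusters were not used here, and a change of expression can move cells between clusters of a class.

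**Figure D3:**
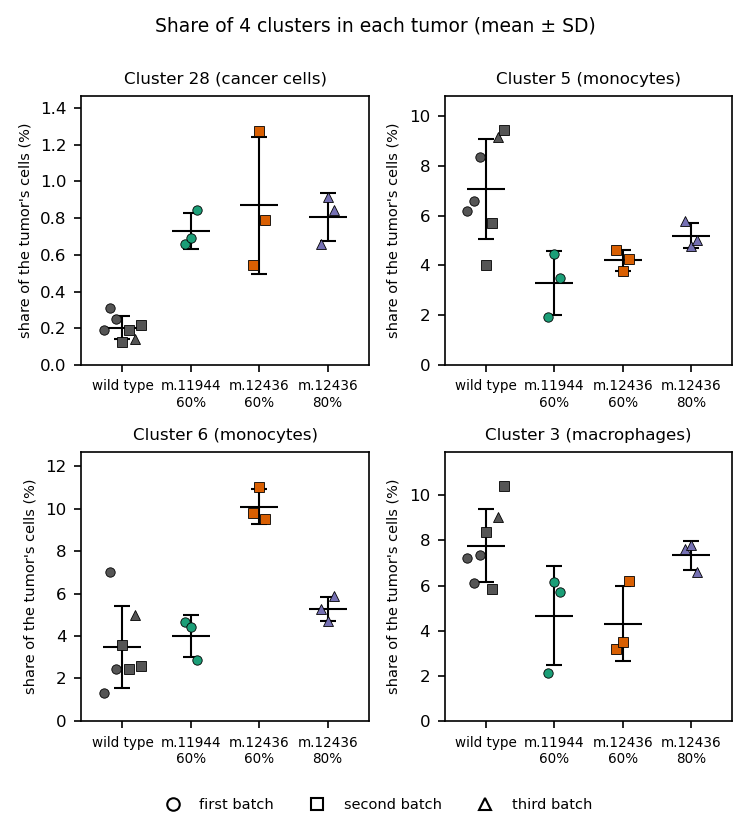
Each point is a tumor, the vertical axis the share of its cells in the named cluster in percent, the horizontal axis the group; marker shapes give the batch, and bars the mean and SD of the group. For cluster 28 all 9 mutant tumors lie above all 7 wild-type tumors, with means of 0.802% and 0.203%.

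The comparison at 60% heteroplasmy pooled both mutations. Neutrophils averaged 3.59% ± 2.05 (SD, n = 6) against 8.62% ± 4.48 (SD, n = 7) in wild type, a fold of 0.416. Among cells with at least 1000 genes this fold was 0.969 (exact permutation p = 0.899, n = 6 and 7). That floor kept a minority of the neutrophils in all of these tumors except tumor 1 of m.11944 60%. Natural killer cells, which kill target cells without prior priming, averaged 2.86% ± 1.48 against 1.76% ± 0.789, and dendritic cells, which present antigen to T cells, 3.05% ± 1.15 against 2.33% ± 0.543 (SD, n = 6 and 7). CD4 T cells averaged 1.87% ± 0.971 against 1.29% ± 0.613, and the class annotated only as T cells 1.99% ± 1.14 against 1.08% ± 0.884 (SD, n = 6 and 7). Cancer cell shares were close, 34.8% ± 13.2 and 35.8% ± 11.3 (SD, n = 6 and 7), with a 95% interval of the difference of −16.2 to 14.5 percentage points.

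No class passed an adjusted p of 0.05 at 60%. The neutrophil difference of −5.03 percentage points had an exact permutation p of 0.0315 and an adjusted p of 0.386, the count at an unadjusted p under 0.05 was 1 class, and edgeR called 0 classes with either scaling. Within batches 4 classes passed the unadjusted threshold, all with an adjusted p of 0.125. They were neutrophils with −4.75 percentage points (exact permutation p = 0.0350), dendritic cells with 0.751 (p = 0.0350), T cells with 0.863 (p = 0.0400) and CD4 T cells with 0.653 (p = 0.0450). With the tumors pooled across batches the exact permutation p of the last 3 was 0.171, 0.129 and 0.207.

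Among clusters at 60%, cluster 28 averaged 0.8% ± 0.255 against 0.203% ± 0.0639 in wild type (SD, n = 6 and 7), a fold of 3.93. Its exact permutation p was 0.000583 and its adjusted p 0.0227, and within batches 0.00500 and 0.0975, where 400 splits give no p below 0.00500 and 4 of 39 clusters would have to share it to pass. The difference hardly moved, from 0.597 to 0.586 percentage points. Without any one of the wild-type tumors other than tumor 4 the adjusted p was 0.0844 (exact permutation), the smallest that a single cluster can have with 6 against 6 tumors, and with single tumors left out the fold stayed between 3.46 and 4.31. Clusters 5, 3, 9 and 7 completed the 5 clusters of smallest p. Cluster 5 averaged 3.76% ± 0.990 against 7.07% ± 1.99, and cluster 3 4.49% ± 1.76 against 7.77% ± 1.63 (exact permutation p = 0.00466 and 0.00641, adjusted p = 0.0833 for both, n = 6 and 7). Cluster 9, of cancer cells, averaged 1.96% ± 1.68 against 5.29% ± 2.91 (exact permutation p = 0.0321, adjusted p = 0.217, n = 6 and 7). By unadjusted p, 2 of the 4 monocyte clusters were higher and 1 lower, 2 of the 7 macrophage clusters were lower, and of the 11 cancer cell clusters 1 was higher and 1 lower.

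At 80% heteroplasmy neutrophils averaged 2.85% ± 2.60 (SD, n = 3) against 8.62% ± 4.48 in wild type (SD, n = 7), a fold of 0.331. It was 0.157 without tumor 1 of m.12436 80%, up to 0.425 without another tumor, and 0.690 among cells with at least 1000 genes (exact permutation p = 0.483, n = 3 and 7). That floor kept a minority of the neutrophils in each of these tumors, such as 55 of 622 in tumor 1 of m.12436 80%. Cancer cells averaged 48.1% ± 1.58 against 35.8% ± 11.3, natural killer cells 0.851% ± 0.245 against 1.76% ± 0.789 and CD4 T cells 0.619% ± 0.146 against 1.29% ± 0.613 (SD, n = 3 and 7). Fibroblast-labelled cells averaged 2.03% ± 0.307 against 3.61% ± 1.03, below every wild-type tumor in all 3. Of these cells 68.0% ± 13.9 were called aneuploid at 80% and 42.5% ± 19.1 in wild type (exact permutation p = 0.0833, n = 3 and 7). With such cells removed the fibroblast fold was 0.303 (exact permutation p = 0.0333, adjusted p = 0.179, against 0.562 with all cells). The smallest p that 120 splits allow is 0.00833. Fibroblasts had an exact permutation p of 0.0333, neutrophils 0.0833 (95% interval of the difference −12.7 to 0.410 percentage points), natural killer cells 0.0833, CD4 T cells 0.0750 and cancer cells 0.133 (n = 3 and 7). No class passed after adjustment (smallest adjusted p 0.208), and edgeR called 0 classes with either scaling. Within the third batch there is a single wild-type tumor, so p cannot go below 0.25. There the fibroblast difference shrank to −0.224 percentage points and the neutrophil difference was −7.45.

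Of the clusters, 5 passed the unadjusted threshold at 80%, all higher, and none after adjustment (smallest adjusted p 0.295), for which 7 of 39 clusters would have to share the smallest p. Cluster 28 averaged 0.806% ± 0.133 against 0.203% ± 0.0639 (exact permutation p = 0.00833, n = 3 and 7), and edgeR's quasi-likelihood test called this cluster with both scalings (adjusted p = 0.00933 and 0.0185). The cancer cell clusters 11, 14 and 27 averaged 5.43% ± 1.08, 5.27% ± 0.668 and 1.36% ± 0.318 against 3.45% ± 1.06, 2.72% ± 1.35 and 0.679% ± 0.402 (exact permutation p = 0.0417, 0.0333 and 0.0333, n = 3 and 7). Macrophage cluster 18 averaged 3.22% ± 0.403 against 2.01% ± 0.693 (exact permutation p = 0.0417), and within the third batch its direction turned, with a difference of −0.0847 percentage points.

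The 80% tumors were also set against the 60% tumors, which bears on the dose of mutant genomes. The neutrophil share did not separate them, with 2.85% ± 2.60 (SD, n = 3) and 3.59% ± 2.05 (SD, n = 6) and a 95% interval of the difference of −4.51 to 3.28 percentage points (exact permutation p = 0.679). Cluster 28 was as large in both, 0.806% ± 0.133 and 0.8% ± 0.255, with an interval of −0.403 to 0.373 percentage points (exact permutation p = 0.988, n = 3 and 6). T cells averaged 0.454% ± 0.1 and 1.99% ± 1.14 (exact permutation p = 0.0476, adjusted p = 0.286, n = 3 and 6), and natural killer cells 0.851% ± 0.245 and 2.86% ± 1.48 (exact permutation p = 0.0714, adjusted p = 0.286, n = 3 and 6). No class passed after adjustment with the exact permutation test, while edgeR with TMM scaling called 2 classes. No cluster passed either, with 8 at an unadjusted p under 0.05. The 60% and 80% tumors share no batch, so batch and heteroplasmy cannot be told apart here.

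The 2 mutations at 60% were compared with each other, which asks whether independent edits give the same picture. With 3 against 3 tumors the smallest p is 0.10, and the groups sit in different batches. Neutrophils averaged 2.12% ± 0.661 with m.11944 and 5.06% ± 1.89 with m.12436, natural killer cells 1.71% ± 1.21 and 4.00% ± 0.289, T cells 1.08% ± 0.745 and 2.90% ± 0.449 and B cells 0.170% ± 0.0949 and 0.474% ± 0.0925 (SD, n = 3 and 3). In these classes all 3 m.12436 tumors lay above all 3 m.11944 tumors, an arrangement that gives the smallest p. The effects of the mutations, each against the wild-type tumors of its own batch, were also compared. No difference passed the unadjusted threshold in the 15 class shares or 39 cluster shares. With 3 against 3 tumors in each batch the smallest p of 400 splits is 0.00500, which passes adjustment only where several shares reach it, so this does not show that the effects are equal. The smallest p were those of monocytes, with 1.45 percentage points for m.11944 and 12.4 for m.12436 (within-batch exact permutation p = 0.215), and of cluster 6, with 0.389 and 7.21 (p = 0.0600). The wild-type tumors of these batches differed in the same direction, with neutrophils at 5.59% and 11.1% and natural killer cells at 1.13% and 2.49%.

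Depth and quality were compared the same way, over 12 classes with at least 5 cells in every tumor. Median UMIs over all cells averaged 4866 ± 1382 in wild-type and 4939 ± 1547 in mutant tumors (exact permutation p = 0.919, n = 7 and 9), and across batches no class passed in median UMIs or median genes against wild type, before or after adjustment. Within batches B cells passed unadjusted at 60% (exact permutation p = 0.0400 for UMIs and 0.0200 for genes), and neither held after adjustment. At 80% the class means were lower in 11 of 12 classes in both measures, and without wild-type tumor 3 there were 6 classes past the adjusted threshold in each (exact permutation). Mutant tumors gave more cells, 11152 ± 1352 against 8996 ± 2307 per tumor (exact permutation p = 0.0347, n = 9 and 7). The percentage of UMIs from mitochondrial genes differed at 80%. In monocytes its median averaged 0.543% ± 0.0184 against 0.741% ± 0.0917 in wild type, in macrophages 0.536% ± 0.00939 against 0.739% ± 0.0893, in dendritic cells 0.414% ± 0.0226 against 0.606% ± 0.0698 and in CD8 T cells 0.585% ± 0.0241 against 0.836% ± 0.103 (SD, n = 3 and 7). In cancer cells, which carry the edit, it averaged 0.897% ± 0.0147 against 0.887% ± 0.0793 (exact permutation p = 0.825, n = 3 and 7).

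The mitochondrial percentage was lower in 7 of 12 classes at 80% after adjustment (adjusted p = 0.0429 in each, exact permutation p from 0.00833 to 0.0250, n = 3 and 7), and in all 3 tumors it lay below every wild-type tumor in these 7 classes, which are monocytes, macrophages, dendritic cells, natural killer cells and the 3 classes of T cells. Within the third batch no p can go below 0.25, and there monocytes averaged 0.543% against 0.672% in wild-type tumor 6. With the mean over cells in place of the median no class passed after adjustment and 6 passed the unadjusted threshold, and without wild-type tumor 4, 5 or 7 or any of the 80% tumors the count after adjustment was also 0. With only 2 tumors at 80% at least 7 of 12 classes would have to share the smallest p to pass. Against the 60% tumors the 80% tumors were also lower in 7 of 12 classes after adjustment (adjusted p = 0.0204 in each, exact permutation p = 0.0119, the smallest possible, n = 3 and 6), and the class means were lower in 12 of 12, cancer cells included (0.897% against 0.961% ± 0.145, SD, n = 6, exact permutation p = 0.452). At 60%, and in all mutants together, no class passed against wild type (0 of 12 at an unadjusted p under 0.05 in either), with the median in monocytes at 0.743% ± 0.0782 against 0.741% ± 0.0917 (SD, n = 6 and 7).

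**Figure D4:**
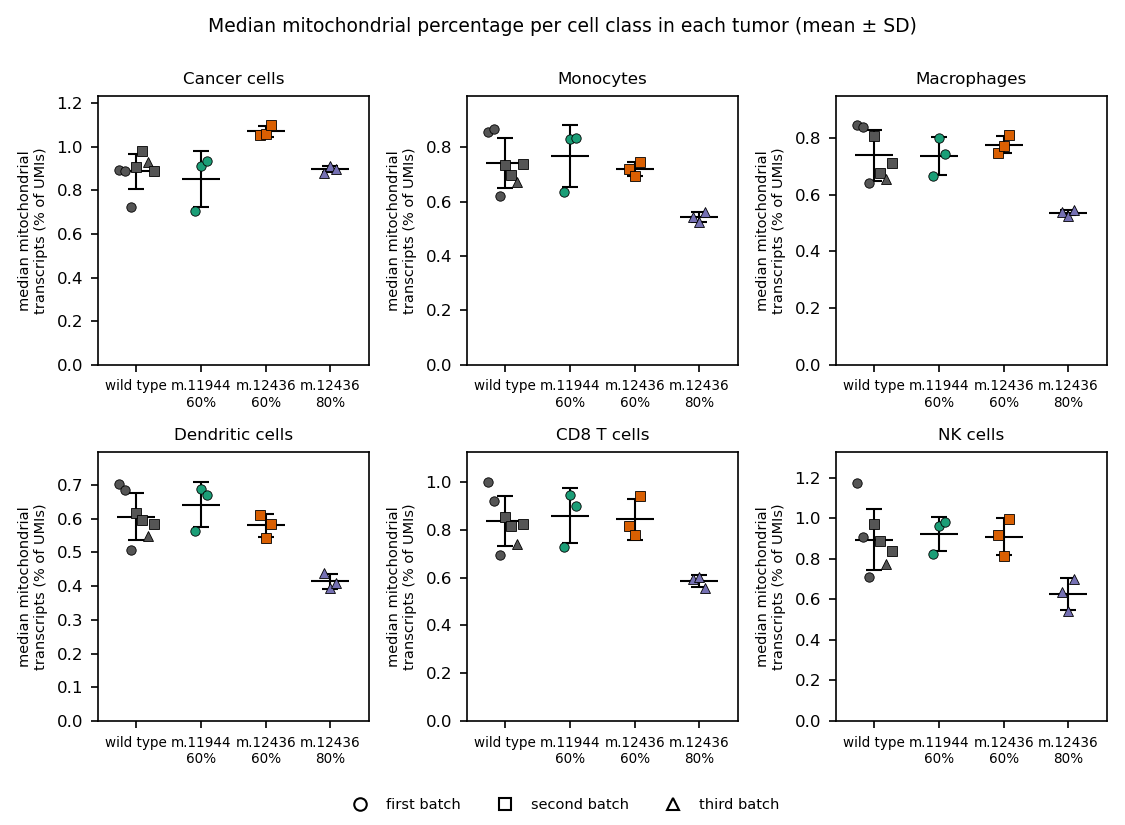
Each point is a tumor, the vertical axis the median percentage of UMIs from mitochondrial genes over its cells of the named class, the horizontal axis the group; marker shapes give the batch, and bars the mean and SD of the group. In monocytes the 3 tumors at 80% average 0.543% and the wild-type tumors 0.741%, while cancer cells average 0.897% and 0.887%.

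Cells called aneuploid from their expression along the genome were 98.4% of the cancer cells and 2.24% of all other cells. Their share averaged 39.8% ± 13.3 in mutant and 37.0% ± 11.5 in wild-type tumors (exact permutation p = 0.656, n = 9 and 7), and 49.8% ± 2.36 at 80% (exact permutation p = 0.125, n = 3 and 7). Cells called in S or G2M phase averaged 40.1% ± 5.69 in mutant and 39.7% ± 2.41 in wild-type tumors (exact permutation p = 0.857, n = 9 and 7), and no class passed after adjustment in any comparison with wild type (1 at an unadjusted p under 0.05, at 80%). These calls depend on the depth of the cell and on free RNA, neither of which could be equalized from the table. Of the per-cell scores, the S, G2M and epithelial scores gave no class past an adjusted p of 0.05 in the comparisons with wild type. Across batches they gave 2 classes at an unadjusted p under 0.05, both in the G2M score at 80%. Within batches they gave fibroblast-labelled cells in the S score of all mutants (exact permutation p = 0.0419, adjusted p = 0.503) and in the epithelial score at 60% (exact permutation p = 0.0450, adjusted p = 0.540). The mean doublet score of CD8 T cells was 0.0104 ± 0.00481 in mutant and 0.00287 ± 0.00323 in wild-type tumors (exact permutation p = 0.00350, adjusted p = 0.0420, n = 9 and 7). This call was lost under 12 of 18 alternatives, each with a single tumor left out, and within batches it held (exact permutation p = 0.00125, adjusted p = 0.0150). At 60% the same class was called across batches (exact permutation p = 0.00233, adjusted p = 0.0280, n = 6 and 7) and not within them, where the adjusted p of 0.0600 is the smallest a single class can have.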

Values the study reported

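The study profiled whole tumors of the wild-type and mutant lines and kept 163,343 cells. It took 9,746 of them as T and natural killer cells and divided these into 11 sub-clusters. A further 84,241 myeloid, dendritic and B cells were divided into 19 sub-clusters. Heteroplasmy measured in bulk tumors was about 10% below that of the engrafted cells. The paper holds that this probably comes from stromal and immune cells in the tumors.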

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

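The tests of the gene floor, the batches, the doublets and the library-wide factor were chosen only after the results were seen. In 58 groups of tumors examined for a tumor far from the others, 2 stood out, where chance alone gives about 2.9. Wild-type tumor 5 held 5.93% erythroid cells, against 0.0254% to 0.518% in the other 6 wild-type tumors. Tumor 1 of m.11944 60% held 15.1% fibroblast-labelled cells, against 1.78% to 5.35% in the other 60% tumors. Without these 2 tumors the neutrophil fold of all mutants was 0.455 (exact permutation p = 0.0286, adjusted p = 0.229), and over its alternatives the adjusted p lay between 0.0150 and 0.854.

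The first pattern weighed was the lower neutrophil share of mutant tumors, for which a within-batch difference of −5.29 percentage points (exact permutation p = 0.00625) argued against batches as the cause. The tables also argued against dilution by cancer or stromal cells, with a fold of 0.413 among immune cells alone (exact permutation p = 0.00603, n = 7 and 9). Dilution by other immune cells was not tested. Both p values come from the tumors in which the pattern was seen, so they are no independent evidence for it. A loss of neutrophils below the gene floor cannot be told apart from a lower number. The kept neutrophils under 600 genes were 34.5% in mutant and 24.2% in wild-type tumors, a difference of 10.3 percentage points (exact permutation p = 0.206, n = 9 and 7), and cells below the floor are absent from the table. An effect of the mutations also stays open and was not tested apart from these.

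The second pattern was the larger cluster 28 of the cancer cells. Doublets would hold more UMIs, and in 14 of 16 tumors cluster 28 cells held fewer than the other cancer cells (mean of medians 11645 against 13901, exact sign test p = 0.00418). Cluster 28 was 84.7% G1, with a median of 9665 UMIs. The other cancer cells included clusters 11, 14, 16 and 27, mostly in S or G2M, with medians from 16366 to 19839.5. Medians of the other cancer clusters mostly in G1 ran from 7849.5 to 13282. The test thus mixes in phase and does not decide on doublets. Among cancer cells of 8000 to 16000 UMIs the fold of its share of cancer cells was 3.31 (2.54% against 0.768%, exact permutation p = 0.00830, n = 9 and 7), which argues against depth as the whole cause. Within batches the difference was 0.602 percentage points (exact permutation p = 0.000625), which argues against batches. A biological difference that goes with the mutation is a hypothesis these tests leave open, found and tested on the same tumors, and it may also come from the making of the mutant lines, which no comparison here separates from the mutation.

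The third pattern was the lower mitochondrial percentage of immune cells in 80% tumors. A factor that scales the percentage of all cells of a library alike would leave the ratio of the other 11 classes (geometric mean) to cancer cells unchanged. Against wild type its fold was 0.728 (0.665 against 0.913, exact permutation p = 0.00833, the smallest possible, n = 3 and 7), which argues against such a factor as the whole cause. The ratio restates a pattern already seen in these tumors, so its p is no independent evidence. Against 60% tumors, where the means of all 12 classes were lower, the fold was 0.779 (0.665 against 0.854, exact permutation p = 0.0595, n = 3 and 6), and there the factor cannot be told apart with so few tumors. Other forms of this test, with monocytes alone or with the interval of the cancer cells, were run first and had argued against the factor, the latter also against 60% tumors but without the error of the fall needed. A common factor together with a rise in cancer cells, which carry the edit, was not tested. Nor was a factor that adds to each cell, which could change the ratio. Among monocytes of 1500 to 3000 UMIs the fold was 0.71 (0.532% against 0.749%, exact permutation p = 0.0167, n = 3 and 7), which argues against depth. Batch cannot be told apart from the group, since the third batch holds a single wild-type tumor and its smallest exact permutation p is 0.25. That tumor lay at 0.672% in monocytes, lower than the wild-type mean and above the highest 80% tumor at 0.561%, and an effect of heteroplasmy stays open as well.

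Other splits of the same tumors were counted, the real split included. For clusters past an adjusted p of 0.05, 3 of 100 splits gave as many as the real 2 in all mutants against wild type, with 14 in the highest other split, and 4 of 100 gave as many as the real 1 at 60%, with 12 in the highest. For the classes past an unadjusted p of 0.05 in mitochondrial percentage at 80%, 2 of 100 splits gave as many as the real 7, with 8 in the highest other. For these 3 counts the share of the 100 splits drawn, which ignore the batches, was under 0.05. With so few splits drawn, shares this near 0.05 speak against chance without excluding it. At 60%, 6% of simulated data sets with no change held a call, so chance alone can give 1 called cluster. Those data sets had no batches and clusters that varied independently. Their rate may thus not hold for the real tumors, where another split called 12 clusters. Compared within batches the counts after adjustment became 0 clusters at 60% and 0 classes at 80%, which the small number of splits within batches made likely or certain, so these counts do not bear on batches. The difference in cluster 28 at 60% was 0.597 percentage points across batches and 0.586 within them (exact permutation p = 0.00500, the smallest possible), which argues against batches as its cause. At 80%, where no p within the batch can be below 0.25, batch stays open. In all mutants the count within batches was 3 clusters, and 2 of 100 splits made within batches gave as many, with 3 in the highest other. For clusters past an unadjusted p of 0.05 chance cannot be excluded either. As many as the real count came in 5 of 100 splits at 60% (real 8, highest other 15), 7 of 100 at 80% (real 5, highest other 13), 16 of 100 in all mutants (real 5, highest other 16) and 6 of 84 for 60% against 80% (real 8, highest other 15). Splits that call many more clusters than the real one point to a structure of the tumors, and what it follows was not examined.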

How the results depend on the processing

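The within-batch test, the floor of 600 genes, leaving out the 2 tumors with unusual shares, also at 1000 genes, removing aneuploid cells outside the cancer class and keeping numbers 1 to 3 with no block were chosen after the data were seen. Over 61 results and 32 settings there were 1231 alternative values, of which 1102 were classed as unchanged, 39 as weaker, 6 as stronger, 79 as moved and 5 as reversed. A fold was unchanged if it kept its direction and its side of the threshold, whatever its size. The neutrophil fold at 60%, 0.416, thus counted as unchanged even at 0.969. A count was unchanged if equal or close to the main count. A count of 0 that stayed 0 was in some settings fixed by the number of tumors. Under every alternative tried, 29 of 40 counts and 11 of 21 folds were unchanged. Except where the number of tumors is named, the cause of the changes below was not tested. The neutrophil fold of 80% against 60% tumors, 0.794, reversed to 1.03 among non-malignant cells, 1.07 with the centered log ratio and 1.18 with TMM scaling in edgeR, and ranged from 0.376 to 1.02 with single tumors left out, the highest without tumor 2 of m.12436 80%. Cluster 18 at 80% reversed within batch, with a fold of 0.958. Classes called for 60% against 80% were 2 with TMM scaling in edgeR in place of 0. Clusters called at 60%, 1, became 0 among non-malignant or immune cells (where cluster 28 is not tested), with differences of medians, with tumors of numbers 1 to 3 alone, blocked or not, within batch and without the 2 tumors, and 2 at 1000 genes, but 0 at 1000 genes without the 2 tumors. With single tumors left out they were 0 to 2, with 0 without wild-type tumor 1, 2, 3, 5, 6 or 7 and 2 without tumor 4. With 6 against 6 tumors a single cluster cannot have an adjusted p below 0.0844, nor within batch below 0.195, so these losses do not show a smaller difference, and the fold of cluster 28 stayed between 3.46 and 4.31 with single tumors left out and was 3.88 within batch. Clusters called at 80%, 0 with 5 unadjusted, became 1 with edgeR under total cells and under TMM scaling. Clusters called in all mutants, 2, became 0 among non-malignant or immune cells, with differences of medians and with tumors of numbers 1 to 3 alone, blocked or not, and 1 with the centered log ratio, the arcsine, both edgeR scalings and without the 2 tumors. With single tumors left out they were 1 to 4, with 4 without wild-type tumor 3, and 1 without wild-type tumor 1, 2, 6 or 7, any m.11944 60% or m.12436 60% tumor, or m.12436 80% tumor 2 or 3. Classes called in all mutants were 0 to 1 with single tumors left out, with 1 without wild-type tumor 3, where the neutrophil fold was 0.341. That fold ranged from 0.333 to 0.440 over these tumors. Classes called at 80% in median UMIs and in median genes were 0 to 6 each, with 6 without wild-type tumor 3. Classes called in mitochondrial percentage at 80%, 7, became 0 with means over cells and within batch, and were 0 to 7 with single tumors left out, with 0 without wild-type tumor 4, 5 or 7 or any 80% tumor and 3 without wild-type tumor 2 or 6. Within batch, where p is at least 0.25, the 0 was fixed by the design. Against 60% tumors they were 7, and 0 to 7 with single tumors left out, with 0 without any 80% tumor. The class called in doublet score, 1, became 0 within batch at 60% and 0 to 2 with single tumors left out at 60%, with 2 without wild-type tumor 3 and 0 without wild-type tumor 1, 2, 4, 6 or 7 or m.12436 60% tumor 1 or 3. In all mutants it was 0 to 1, with 1 without wild-type tumor 5, m.11944 60% tumor 3 or m.12436 80% tumor 1 or 3. The replicate block keeps tumors of numbers 1 to 3 alone, so wild-type tumors 4 to 7 drop out and every wild-type tumor left is of the first batch. The neutrophil folds there were 0.642 at 60%, 0.510 at 80% and 0.598 in all mutants, and the same tumors with no block gave the same folds and the same counts of calls after adjustment. To pass with so few tumors, 29 of 39 clusters at 60% and 13 in all mutants would have to share the smallest p with the block, and 10 and 4 with no block, so the lost calls follow from the number of tumors. The shared numbers do not pair tumors, since correlations of same-numbered pairs ranged from −0.444 to 0.332 and 9 of 36 best matches were with the own number. Applying the limits of the study again removed no cell and gave no values. At 1000 genes the neutrophil folds were 0.969 at 60% and 0.690 at 80%, and 0.904 and 0.874 with the 2 tumors also left out. Neutrophils with so many genes are a minority of their class in most tumors.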

Other observations

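The within-batch tests in this part were chosen only after the batches were seen. The ribosomal percentage was lower at 60% within batches in 3 lymphoid and myeloid classes. The within-batch differences of the medians were −1.94 percentage points in B cells (exact permutation p = 0.00500, adjusted p = 0.0300), −2.14 in CD4 T cells (exact permutation p = 0.00500, adjusted p = 0.0300) and −1.51 in monocytes (exact permutation p = 0.0100, adjusted p = 0.0400). Of the 6 tumors, 3 lay below all wild-type tumors in B cells, 3 in CD4 T cells and 2 in monocytes. Across batches no class passed after adjustment (smallest adjusted p 0.105, with 1 class at an unadjusted exact permutation p under 0.05). At 80% the class means were lower in only 3 of 12 classes (smallest adjusted exact permutation p 0.836). In all mutants no class passed after adjustment, across batches or within them.

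Cluster 28 differed from wild type in the same direction in each batch, with 0.731% against 0.251% in the first, 0.869% against 0.177% in the second and 0.806% against 0.139% in the third. Its cells were called G1 in 84.7% and aneuploid in 96.6%, and their median doublet score was 0.00561 against 0.00469 in all cancer cells. Over all tumors 29.1% of the fibroblast-labelled cells and 16.8% of the endothelial cells were called aneuploid, with wide differences between tumors. In fibroblast-labelled cells the share ran from 13.5% to 63.8% in wild-type tumors and from 56.9% to 83.5% at 80%, and it was 0.926% in tumor 1 of m.11944 60%, the tumor with the most of these cells. In endothelial cells it ran from 0 to 73.2% in wild-type tumors and from 32.0% to 62.9% at 80%, with means of 14.5% and 49.0% (exact permutation p = 0.0333, adjusted p = 0.214, n = 7 and 3).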
